A study of Mus musculus with 14 samples.

How the data were processed

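The data were RNA sequencing counts from small pools of sorted mouse mast cells taken from ear skin. MC903 is calcipotriol, an analogue of vitamin D, and applied to mouse skin it is used to produce a dermatitis that resembles atopic dermatitis. Per the labels' protocols, each library came from a small pool of cells sorted from the ears of untreated or MC903-treated mice, complementary DNA was made with the SMART-Seq HT method (full-length amplification from a primer at the poly(A) tail), and libraries were made by Nextera XT tagmentation. Amplified reads without molecular identifiers are not independent molecules, so a count-based floor or interval covers counting error only.

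The deposited table held raw counts of reads per gene, as whole numbers, in a layout with gene identifier, chromosome, exon starts, exon ends, strand and length per the file headers. The aligner, the counting program and its version, the strand setting, the genome build and any trimming were not stated per the labels and the file headers. The table had 55487 genes and 14 columns of counts, all of which were used. Of the gene identifiers, 55094 occurred with the same version in GENCODE mouse release M21 on GRCm38. All 55094 had the same chromosome, start and end there, so coordinates are given on GRCm38. Without the version, 55394 identifiers had a gene symbol. Because the strand setting was not stated, values of antisense genes are uncertain, and values of genes with near-identical copies (the mast cell proteases and the Mrgprb receptors among them) depend on how the counting treated shared reads.

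Libraries were grouped from the labels as untreated resident mast cells (libraries 1 to 5), resident mast cells of MC903-treated mice (libraries 6 to 10) and mast cells of MC903-treated mice labelled as bone marrow mast cells (libraries 11, 13, 14 and 15). The protocol names only resident and integrin β7-positive mast cells, so the last group was taken to be the sorted integrin β7-positive cells. Libraries were numbered in a single running series and the labels gave no animal, so whether libraries of different groups came from the same mice is unknown, and no pairing was used. Total counts ranged from 13068078 in library 8 to 31781926 in library 13.

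Genes were filtered with filterByExpr by group (minimum count 10, minimum total count 15), which left 21014 genes. Libraries were normalized by TMM, and a single model with 3 groups and no covariates was fitted to all 14 libraries with edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R 4.3.3. The common dispersion was 1.33 (biological coefficient of variation 1.15). P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p-value under 0.05 were called. Levels are given as CPM (counts relative to the library total, scaled by the TMM factors), as mean ± SD. Standard errors of log2 fold changes were computed as the absolute log2 fold change over the square root of the F statistic. Principal components were computed on log2 CPM (prior count 2) of the 500 genes with the highest variance. A gene whose libraries all held 3 counts or fewer in a group was treated as at the floor there, and its fold is given as a lower bound.

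Before the data were examined, the groups, the tests, the 18 sorting and marker genes, 14 gene lists and the alternatives were written down. The rule for named genes took, for each comparison, the 5 highest and 5 lowest log2 fold changes among called genes. These had to show no overlap of CPM between the libraries of the groups, a mean of at least 20 CPM in the higher group and at least 10 counts in each of its libraries. Genes known only by a predicted-gene or clone symbol and mitochondrial genes were left out. The lists covered connective tissue type, mucosal type and core mast cell genes, cytokines and chemokines, proliferation, interferon response, MHC class II and immediate early genes, and markers of keratinocytes, fibroblasts, neutrophils, macrophages and dendritic cells, T cells and basophils. The last 6 lists were used only to look for other cells. A list score was the mean of log2 CPM over the list in a library. Scores were compared by exact two-sided permutation tests, adjusted over 42 tests, and the lists were also tested with camera (inter-gene correlation 0.01) and fry in limma 3.58.1.

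The alternatives were DESeq2 size factors in place of TMM, no filter on low counts, a filter at a mean of 10 CPM, the DESeq2 1.42.0 Wald test, limma with voomWithQualityWeights, fits of only the groups compared, leaving out each library in turn and an added minimum log2 fold change of 1. For lists, the alternatives were the median over genes, a prior count of 0.5 and all list members. Protein-coding genes only, an offset for GC content and an offset for gene length (20 bins each), and TMM factors from genes with a mean of at least 10 CPM with the same genes tested, were chosen after seeing the data. Outlying libraries were sought with Dixon's gap ratio at its 95% critical value. Correlations across libraries were tested with 100000 permutations in scipy 1.17.1 under Python 3.11.15. For each comparison, 60 splits of the libraries were fitted, the real one included.

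The model was tested on simulated counts for 21014 genes, in which 200 genes were changed by a known amount. After filtering, between 141 and 161 of these were tested. At a log2 change of 1, 0 of them were called. At a log2 change of 2, 36% were called in MC903 resident against untreated resident cells and 21.9% in bone marrow against untreated resident cells. At a log2 change of 4, the shares were 45.6% and 49.1%. Between 0 and 3 unchanged genes were called in each run. The simulated setting differs from the data, where 2654 and 4472 genes had an unadjusted edgeR p under 0.05 in these comparisons. With only 200 genes changed the adjustment is stricter, so the shares may understate the power on the real counts. Even so, at this spread between libraries a gene that was not called is not shown to be unchanged.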

Results

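Gene expression was measured in 14 libraries of mast cells sorted from mouse ear skin. There were 5 libraries of resident mast cells from untreated mice, 5 of resident mast cells from MC903-treated mice and 4 of mast cells from MC903-treated mice labelled as bone marrow mast cells. Total counts per library ranged from 17706764 to 27068993 in untreated resident cells, from 13068078 to 25287381 in MC903 resident cells and from 19978811 to 31781926 in bone marrow cells. The number of genes with at least 1 count ranged from 21874 to 25244, from 22632 to 35246 and from 16025 to 32814, respectively. It was highest in libraries 8, 7 and 15 (35246, 34560 and 32814 genes), and libraries 7 and 8 had the lowest total counts of the 14. Counts from mitochondrial genes made up 1.44% ± 0.183 (SD, n = 5) of the total in untreated resident cells, 2.75% ± 0.677 (SD, n = 5) in MC903 resident cells and 2.89% ± 0.955 (SD, n = 4) in bone marrow cells.

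The first principal component held 34.54% of the variance and ordered the groups. Untreated resident libraries lay between -41.8 and -34.3 on it, MC903 resident libraries between -18.3 and -2.95, and bone marrow libraries between 54.6 and 62.8. The second component held 17.46% and placed bone marrow library 15 at -67.6, against 21.5 to 41.2 for the other 3 bone marrow libraries. Next lowest were MC903 resident libraries 7, 8 and 6 (-29.0, -28.5 and -15.3), and libraries 11 and 13 were highest (41.2 and 37.6). Low values thus went with many genes with a count and high values with few, so this component does not single out library 15 alone. That relation was not tested. The mean Pearson correlation between libraries, across genes on the log2 scale, was 0.857 within untreated resident, 0.819 within MC903 resident and 0.848 within bone marrow cells. Between groups it was 0.821 for MC903 resident against untreated resident cells, 0.802 for bone marrow against MC903 resident cells and 0.814 for bone marrow against untreated resident cells. Genes are not independent replicates in these correlations.

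**Figure D1:**
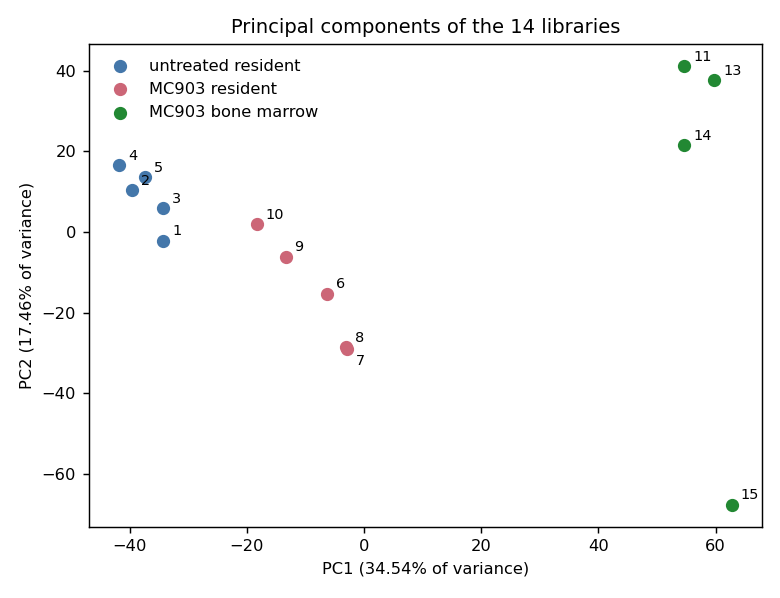
Principal components of the 14 libraries, with the first component on the horizontal and the second on the vertical axis (arbitrary units, share of variance in the axis labels); each point is a library with its number, coloured by group. The 3 groups separate on the first component, and library 15 lies at -67.6 on the second, away from the other 3 bone marrow libraries. Libraries 7 and 8 are next lowest on the second component, at -29.0 and -28.5.

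The labels were checked first with Itgb7, which encodes integrin β7 (ENSMUSG00000001281.10, GRCm38 chromosome 15, 102215995 to 102231944, minus strand). Itgb7 was at 481 ± 120 CPM (SD, n = 4) in bone marrow cells, 202 ± 58.1 CPM (SD, n = 5) in MC903 resident cells and 285 ± 26.3 CPM (SD, n = 5) in untreated resident cells. It was higher in bone marrow than in MC903 resident cells by 1.25 ± 0.213 (SE) on the log2 scale, with no overlap between libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00237). Against untreated resident cells the log2 difference was 0.75 ± 0.212 (SE), with an edgeR adjusted p of 0.0335 that rose above the threshold in 5 of the 9 fits that each left out 1 library (adjusted p from 0.0228 to 0.162) and with the GC-bin offset (0.134). Resident cells of treated and untreated mice did not differ in Itgb7 beyond the test's threshold (log2 fold change -0.50 ± 0.201, edgeR adjusted p = 0.265).

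The first comparison asked how resident mast cells in MC903-treated skin differed from those in untreated skin. Of 21014 genes tested, 473 were called at an edgeR adjusted p-value under 0.05, of which 120 were higher and 353 lower in MC903 resident cells. The median log2 fold change of all genes tested was 0.24. That value alone does not show whether the scale was shifted. Of the called genes, 359 changed by at least 2-fold and 454 were protein-coding. The CPM of the groups did not overlap for 404 of them, and for 5.33% of all genes tested against 0.79% given by chance. The alternative that moved the count most was the DESeq2 Wald test, with 1420 genes called (949 higher and 471 lower). With DESeq2 size factors in edgeR, 501 genes were called, with 207 higher and 294 lower, and with TMM factors from genes with a mean of at least 10 CPM 517 were, with 251 higher and 266 lower.

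By the rule fixed beforehand, the genes with the largest increase were Serpina3g, Rnase6, Dnah7a, Dtx4 and Adora2b. Serpina3g (ENSMUSG00000041481.16, chromosome 12, 104236245 to 104241939, plus strand) rose from 0.287 ± 0.400 CPM (SD, n = 5) to 22.1 ± 11.2 CPM (SD, n = 5), a log2 fold change of 6.28 ± 0.949 (SE, edgeR adjusted p = 0.000902). Adora2b, which encodes an adenosine receptor (ENSMUSG00000018500.2, chromosome 11, 62248984 to 62266453, plus strand), rose from 2.13 ± 1.89 to 42.7 ± 18.003 CPM (log2 fold change 4.33 ± 0.638, edgeR adjusted p = 0.00097). Rnase6, Dnah7a and Dtx4 reached means of 20.5, 47.7 and 64.8 CPM from means of 0.521, 1.28 and 3.01 CPM. Untreated library 1 had 2.43 CPM of Rnase6 and the other untreated libraries at most 0.178 CPM. The Rnase6 log2 fold change was 5.33, and it ran from 4.97 to 8.74 over the 10 fits that each left out 1 library. Rnase6 was no longer called without library 5 or library 7 (adjusted p = 0.0672 and 0.0579) and Dtx4 without library 3 (0.0716), and neither was called without the filter on low counts (0.0886 and 0.113).

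The genes with the largest decrease were Olr1, Srxn1, Myc, Hexim1 and Map2k3os. Myc (ENSMUSG00000022346.15, chromosome 15, 61985391 to 61990374, plus strand) fell from 138 ± 45.4 CPM to 9.89 ± 4.48 CPM (SD, n = 5 each), a log2 fold change of -3.80 ± 0.333 (SE, edgeR adjusted p = 1.66e-06). Srxn1 (ENSMUSG00000032802.8, chromosome 2, 152105516 to 152111376, plus strand) fell from 1102 ± 285 to 75.9 ± 41.0 CPM (log2 fold change -3.86 ± 0.518, edgeR adjusted p = 0.000908), although untreated library 2 had 612 CPM against 1145 to 1304 CPM in the other 4. Olr1 fell from 280.2 ± 172 to 14.6 ± 5.62 CPM (log2 fold change -4.26 ± 0.775, edgeR adjusted p = 0.0103). Hexim1 fell from 38.6 ± 12.1 to 3.96 ± 2.22 CPM, but its edgeR adjusted p of 0.0371 passed 0.05 in 9 of the 10 fits that each left out 1 library (up to 0.116), and also with DESeq2 size factors (0.052) and the GC-bin and length-bin offsets (0.0656 and 0.0624), and with TMM factors from genes with a mean of at least 10 CPM (0.059). Map2k3os, an antisense gene whose counts are uncertain because the strand setting of the counting was not stated, fell from 54.0 ± 31.2 to 5.65 ± 3.52 CPM.

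Among the mast cell genes listed beforehand, Fcer1a, which encodes the α chain of the high-affinity IgE receptor (ENSMUSG00000005339.10, chromosome 1, 173221284 to 173227214, minus strand), rose from 737 ± 221 CPM to 5715 ± 1429 CPM (SD, n = 5 each). The log2 fold change was 2.95 ± 0.232 (SE, edgeR adjusted p = 7.1e-07), and all 5 MC903 libraries lay above all 5 untreated ones. Ms4a2, which encodes the β chain of that receptor, fell from 1941 ± 451 to 1082 ± 330 CPM (log2 fold change -0.84 ± 0.210, edgeR adjusted p = 0.035). That call was lost in 7 of the 10 fits that each left out 1 library (adjusted p from 0.0178 to 0.111) and with the GC-bin offset (0.0912), and untreated library 5 had 2742 CPM against 1657 to 1810 CPM in the other 4. The protease genes Mcpt4, Cma1 and Tpsb2 were higher in MC903 resident cells by log2 fold changes of 0.75 ± 0.141, 0.75 ± 0.165 and 0.99 ± 0.159 (SE), with edgeR adjusted p-values of 0.00377, 0.0135 and 0.00104. With the length-bin offset the Mcpt4 difference was 0.46 and no longer passed the threshold (adjusted p = 0.0752), and without the filter on low counts Cma1 did not (0.106). Not all mast cell protease genes rose. Outside the listed marker genes, Tpsg1 was at 624 ± 81.9 CPM in MC903 resident and 1292 ± 220 CPM in untreated cells. Tpsab1 was at 3181 ± 394 and 4425 ± 576 CPM, and neither gene overlapped between the groups. Kit, Cpa3, Mrgprb2, Il1rl1, Crlf2, Mcpt1, Mcpt2, Il4, Il6 and Il13 were not called, with edgeR adjusted p-values from 0.0559 (Il1rl1) to 0.947 (Mcpt1). Il1rl1, which encodes the interleukin 33 receptor, was at 1144 ± 330 against 654 ± 142 CPM with no overlap, and it was called in 4 of the 10 fits that each left out 1 library and in all 10 other alternatives (adjusted p from 0.00037 to 0.0288). Il6 was at 269 ± 196 against 671 ± 223 CPM and was called without library 2 and without library 10 (lowest adjusted p = 0.00173) and with limma voomWithQualityWeights (0.00553). Mcpt2 was called with the DESeq2 Wald test (0.000766) and when only the groups compared were fitted (0.00691), Crlf2 with the DESeq2 Wald test (0.0468) and Cpa3 with the GC-bin offset (0.00611) and with TMM factors from genes with a mean of at least 10 CPM (0.0495). The sign for Il4 reversed with the length-bin offset (-0.14). Kit was at 1274 ± 380 against 1662 ± 509 CPM, with untreated library 5 at 786 CPM. Vdr, which encodes the receptor that MC903 binds, was at 0.084 to 9.64 CPM in MC903 resident libraries (highest in library 7 and lowest in library 10) and at 0.187 to 1.02 CPM in untreated libraries, and was not called (edgeR adjusted p = 0.585). Cyp24a1 was at 4.10 and 5.42 CPM in MC903 resident libraries 7 and 10, at most 0.386 CPM in the other 3 and at most 0.142 CPM in untreated libraries.

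**Figure D2:**
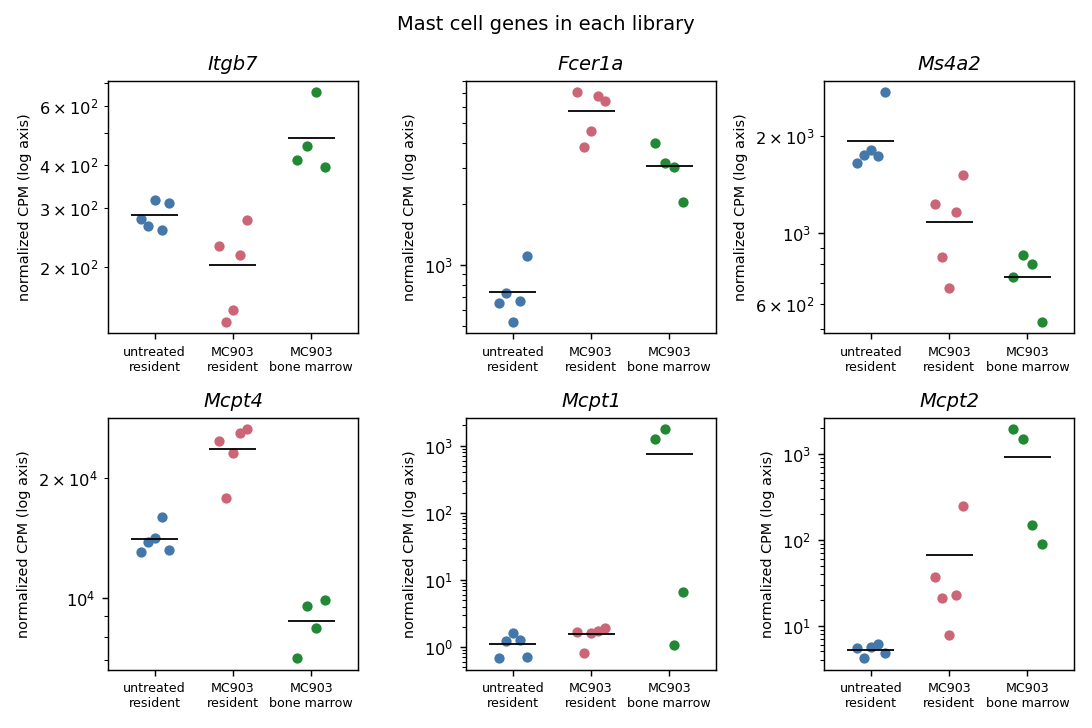
Normalized CPM (log axis) of 6 mast cell genes in each library, by group; points are libraries and horizontal lines are arithmetic group means (n = 5, 5 and 4). Itgb7 was highest in bone marrow cells, Fcer1a was above untreated cells in both MC903 groups, and Mcpt1 reached 1272 and 1760 CPM in 2 of the 4 bone marrow libraries.

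The second comparison set the bone marrow mast cells beside resident mast cells of the same treatment. In it 477 genes were called (edgeR adjusted p under 0.05), of which 277 were higher and 200 lower in bone marrow cells. The split turned the other way with DESeq2 size factors (167 higher and 242 lower), with the GC-bin offset (165 and 243), with the length-bin offset (160 and 248) and with TMM factors from genes with a mean of at least 10 CPM (178 and 254), so no direction of the calls as a whole can be given. The median log2 fold change of all genes was -0.28. CPM did not overlap between the groups for 422 of the called genes, and for 8.29% of genes tested against 1.59% by chance. Without library 15, 704 genes were called, and 409 of the 477 were among them. Without MC903 resident library 6 or 7, 298 and 302 genes were called.

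The genes with the largest increase by the rule were Cd83, Ccl9, Ccr1, Btg2 and Plac8. Library 15 carried much of the level of the first 3. Cd83 was at 512 CPM in library 15 and 18.6 to 28.9 CPM in the other bone marrow libraries, Ccl9 at 623 against 15.5 to 38.4 CPM, and Ccr1 at 289 against 5.40 to 45.8 CPM. The MC903 resident means were 0.152, 0.841 and 0.810 CPM. Without library 15 the log2 fold changes of Cd83, Ccl9 and Ccr1 were 7.13 ± 1.56, 5.13 ± 1.34 and 4.93 ± 1.08 (SE), with edgeR adjusted p-values of 0.0112, 0.037 and 0.0114, compared with 9.78, 7.68 and 6.82 with it. Btg2 (ENSMUSG00000020423.6, chromosome 1, 134075170 to 134079120, minus strand) was at 284 ± 155 CPM in bone marrow and 2.97 ± 2.55 CPM in MC903 resident cells, a log2 fold change of 6.58 ± 1.31 (SE, edgeR adjusted p = 0.0246). Plac8 was at 35.9 ± 18.4 and 0.519 ± 0.704 CPM. Over the 9 fits that each left out 1 library, the call was lost in 8 for Ccl9, 5 for Ccr1, 4 for Btg2 and 3 for Plac8, with adjusted p-values up to 0.0977. Without the filter on low counts, Ccl9, Ccr1 and Btg2 were not called (0.0961, 0.067 and 0.0631). When only the groups compared were fitted, Ccl9 and Ccr1 were not (0.0719 and 0.0926), and Ccl9 was also lost with DESeq2 size factors (0.0503) and the length-bin offset (0.0519).

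The genes with the largest decrease were Aard, Amotl1, Bex4, Mapk12 and Colec11. Aard (ENSMUSG00000068522.4, chromosome 15, 52040107 to 52045722, plus strand) was at 0.0981 ± 0.0854 CPM in bone marrow and 44.5 ± 37.1 CPM in MC903 resident cells (edgeR adjusted p = 8.55e-06). Mapk12 (ENSMUSG00000022610.10, chromosome 15, 89130584 to 89140703, minus strand) was at 0.329 ± 0.368 and 46.4 ± 21.2 CPM, a log2 fold change of -7.19 ± 0.730 (SE, edgeR adjusted p = 1.43e-05). Amotl1, Bex4 and Colec11 were at means of 0.106, 0.513 and 2.23 CPM in bone marrow and 28.3, 78.7 and 137 CPM in MC903 resident cells. Bex4 had 1.97 CPM in library 15 and at most 0.0835 CPM in the other 3 bone marrow libraries. Colec11 was not called in the fit without library 11 (adjusted p = 0.0565) or when only the groups compared were fitted (0.0632).

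Of the mast cell genes, Mcpt4 (ENSMUSG00000061068.7, chromosome 14, 56059629 to 56062313, minus strand) was lower in bone marrow than in MC903 resident cells, at 8739 ± 1288 against 23672 ± 3504 CPM (log2 fold change -1.44 ± 0.154, edgeR adjusted p = 1.43e-05). Cma1, Tpsb2 and Cpa3 did not differ past the threshold (edgeR adjusted p = 0.441, 0.567 and 0.456). Fcer1a was lower, at 3060 ± 800 CPM (log2 fold change -0.90 ± 0.233, edgeR adjusted p = 0.0441), a call that was lost in 5 of the 9 fits that each left out 1 library. Mcpt1 (ENSMUSG00000022227.5, chromosome 14, 56017971 to 56020384, plus strand) was at 1272, 1760, 1.06 and 6.57 CPM in libraries 11, 13, 14 and 15, against 1.54 ± 0.424 CPM in MC903 resident cells. Its mean difference was called (log2 fold change 8.93 ± 1.76, edgeR adjusted p = 0.0246), but the groups overlapped and the call was lost in 7 of the 9 fits that left out 1 library and with limma voomWithQualityWeights (adjusted p = 0.35). It was also lost when only the groups compared were fitted (0.1). Mcpt2 (ENSMUSG00000022226.6, chromosome 14, 56042041 to 56044642, plus strand) was at 1938, 1476, 149.6 and 88.9 CPM in the same libraries and 66.9 ± 101 CPM in MC903 resident cells, where library 10 had 247 CPM. It was not called (edgeR adjusted p = 0.12), and without library 10 it was (adjusted p = 0.025). Any reads shared among these neighbouring protease genes would make their separate values uncertain, and such sharing was not measured directly. Kit, Ms4a2, Mrgprb2, Il1rl1, Crlf2, Vdr, Il13, Il4 and Il6 were not called, with edgeR adjusted p-values from 0.111 (Il1rl1) to 0.89 (Il4). Without library 10, Il6 was called (log2 fold change 1.38, adjusted p = 0.0159). Without library 8, Il1rl1 was (-0.91, 0.0399), as it was in 7 of the 10 other alternatives, and Ms4a2 in 4 of them. Without library 15, Vdr was called (adjusted p = 0.0449) and the sign for Kit reversed (0.056). With limma voomWithQualityWeights, Mcpt2, Vdr, Il6 and Cma1 were called (0.0486, 0.0221, 0.0244 and 0.049), and with the DESeq2 Wald test Mcpt2 was (0.0018).

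The third comparison set the bone marrow mast cells beside resident cells of untreated skin, so that treatment and cell type differed together. In it 1443 genes were called (edgeR adjusted p under 0.05), 734 higher and 709 lower, around a median log2 fold change of -0.14. CPM did not overlap between the groups for 1213 of the called genes, and for 10.41% of genes tested against 1.59% by chance. With the DESeq2 Wald test 3058 genes were called. The largest increases by the rule were in Scin, Cd83, Kcnn4, Btg2 and Ccl9. Scin, which encodes an actin-severing protein (ENSMUSG00000002565.16, chromosome 12, 40059769 to 40134228, minus strand), was at 508 ± 208 CPM in bone marrow and 0.632 ± 0.567 CPM in untreated resident cells, a log2 fold change of 9.65 ± 1.45 (SE, edgeR adjusted p = 0.00166). Kcnn4, a potassium channel gene, was at 213 ± 78.7 and 0.637 ± 1.29 CPM (log2 fold change 8.37 ± 1.81, edgeR adjusted p = 0.016), with 2.94 CPM in untreated library 5 and at most 0.189 CPM in the other 4. The largest decreases were in Lrrc66, Aard, Mapk12, Bex4 and Grik2. Lrrc66 was at the floor of 3 counts in every bone marrow library and at 23.3 ± 10.1 CPM in untreated cells, so it was at least 154-fold lower. Bex4 (ENSMUSG00000047844.3, chromosome X, 136138996 to 136140443, plus strand) fell from 165 ± 41.1 to 0.513 ± 0.972 CPM, Mapk12 from 113 ± 22.8 to 0.329 ± 0.368 CPM, Aard from 61.0 ± 30.2 to 0.0981 ± 0.0854 CPM and Grik2 from 25.7 ± 8.28 to 0.0864 ± 0.146 CPM. Their edgeR adjusted p-values ran from 1.14e-06 (Aard) to 0.000763 (Bex4).

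Fcer1a was also higher in bone marrow than in untreated resident cells (log2 fold change 2.05 ± 0.232, edgeR adjusted p = 8.89e-06), and Ms4a2 was lower (-1.41 ± 0.229, edgeR adjusted p = 0.000421). Cma1 and Tpsb2 were higher by 1.02 ± 0.173 and 0.79 ± 0.167, and Mcpt4 was lower by -0.68 ± 0.150 (edgeR adjusted p = 0.000651, 0.00473 and 0.00626). With the length-bin offset Tpsb2 was not called (adjusted p = 0.0639). Cpa3 was called with an edgeR adjusted p of 0.0493 that was lost in 7 of the 9 fits that each left out 1 library, without the filter on low counts (0.204), with the length-bin offset (0.141) and when only the groups compared were fitted (0.0579). Mcpt2 was higher by 7.45 ± 1.32 with no overlap, from 5.23 ± 0.745 CPM in untreated cells (edgeR adjusted p = 0.00499). Mcpt1 was higher in the mean (9.41 ± 1.80, edgeR adjusted p = 0.00797), with library 14 at 1.06 CPM inside the untreated range, and limma voomWithQualityWeights called neither Mcpt1 (adjusted p = 0.428) nor Mcpt2 (0.0822). Kit, Mrgprb2, Il1rl1, Crlf2, Vdr, Il13, Il4 and Il6 were not called (edgeR adjusted p from 0.0693 for Crlf2 to 0.966 for Il4 and Vdr). Crlf2 was called with the filter at a mean of 10 CPM (0.0274) and the DESeq2 Wald test (0.00733) and with TMM factors from genes with that mean (0.0495), and Il13 with the length-bin offset (0.0209).

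Of the genes called in MC903 resident against untreated resident cells, 318 were also called in bone marrow against untreated resident cells, and 317 of those changed in the same direction. Both comparisons used the same untreated libraries. Across all 21014 genes the log2 fold changes of these comparisons had a Pearson correlation of 0.385, against 0.448 to 0.482 in 20 simulations of unchanged groups with the same untreated libraries. Among the 473 genes with the smallest p-values in the first comparison, 97.3% had the same sign in the third, against 82.9% to 91.3% in the simulations. In the second comparison, 371 genes were also called in the third (367 in the same direction), and 57 were also called in the first (20 in the same direction and 37 in the opposite direction). The comparisons in each of those pairs share libraries as well.

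The gene list scores were compared with exact two-sided permutation tests. None of the 42 tests had an adjusted p under 0.05, and 10 had an unadjusted p under 0.05. The smallest p these designs allow is 0.00794, which passes the adjustment only if enough of the 42 tests reach it. The score of mucosal type mast cell genes was 3.34 ± 0.187 in untreated resident, 4.18 ± 0.257 in MC903 resident and 6.17 ± 1.31 in bone marrow cells (SD, n = 5, 5 and 4, mean log2 CPM). Each of the 3 differences (0.84, 1.99 and 2.83) had the smallest exact permutation p, 0.00794 (adjusted p = 0.0556), with no overlap between libraries. Of its 7 genes, 0, 3 and 4 were called in the first, second and the third comparison, and 1, 5 and 5 when adjusted over the list alone. Itgb7, on which the bone marrow cells were taken to be sorted, is among the 7. It was called in the second and the third comparison (log2 fold changes of 1.25 and 0.75), so these differences may in part be built in by the sort. Mcpt1, also called there, was high in only some of the bone marrow libraries. The connective tissue type score was 10.82 ± 0.342, 10.96 ± 0.370 and 10.55 ± 0.262, with differences of 0.15, -0.42 and -0.27 (exact permutation p = 0.548, 0.111 and 0.238). Untreated library 5 had a score of 11.4 against 10.5 to 10.8 in the other 4, and without it the first difference was 0.30 and the third was -0.12. The first was 0.25 without MC903 resident library 7, 0.32 without library 8 and 0.09 without library 2 or library 9. Using the median over its 9 genes the first of these differences was -0.77 in place of 0.15 (exact permutation adjusted p = 0.0417). Of its genes 5 were called in the first comparison, and 3 of them were higher. The 5 called were also called when adjusted over the list alone, as were the 2 and 6 called in the second and the third comparison.

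The cytokine and chemokine score was lower in MC903 resident than in untreated resident cells by -0.71 and higher in bone marrow than in MC903 resident cells by 1.43 (exact permutation p = 0.00794, adjusted p = 0.0556 for both), and the third difference was 0.72 (exact p = 0.0556). The interferon response score differed by 1.52 (exact p = 0.00794), 0.08 (p = 0.825) and 1.59 (p = 0.0159), and the proliferation score by 2.16 (p = 0.0476), 1.33 (p = 0.103) and 3.50 (p = 0.0159), in the order of the comparisons. MC903 library 10 had a proliferation score of 1.95 against 4.35 to 5.29 in the other 4 libraries of its group, and without it the second difference was 0.66. For core mast cell genes the differences were 0.0032, -0.16 and -0.16 (exact p = 1, 0.492 and 0.365), and for immediate early genes -0.15, 0.23 and 0.07 (exact p = 0.317, 0.214 and 0.548). With 1 library left out, the second immediate early difference ran from 0.045 to 0.28. Of the 14 immediate early genes, 2, 3 and 6 were called, of which 0, 1 and 1 were higher. The gene called higher was Btg2 (log2 fold changes of 6.58 and 8.30), so the positive mean differences do not show a rise of the list. Of the 14 core genes, 4, 2 and 5 were called in the 3 comparisons, of which 2, 1 and 2 were higher. Adjusted over the list alone, 10, 6 and 6 core genes were called, so a small mean difference does not show unchanged genes. MHC class II genes differed by -0.36, 2.32 and 1.96 (exact p = 0.683, 0.0635 and 0.254), and without library 15 the last 2 were 0.78 and 0.41, while without library 5 the first was 0.18. Without library 15 the core differences of the second and of the third comparison were 0.011 and 0.0072. Of the 13 list tests with a camera adjusted p under 0.05, 8 also had a fry adjusted p under 0.05. These were mucosal type genes in the second and the third comparison, interferon response and proliferation genes in the first and the third, cytokine and chemokine genes in the first and immediate early genes in the third. In the third comparison, cytokine and chemokine genes were lower by fry (adjusted p = 0.0357), although their mean score was higher. Of the 6 cytokine and chemokine genes called there, 2 were higher, Ccl9 among them.

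**Figure D3:**
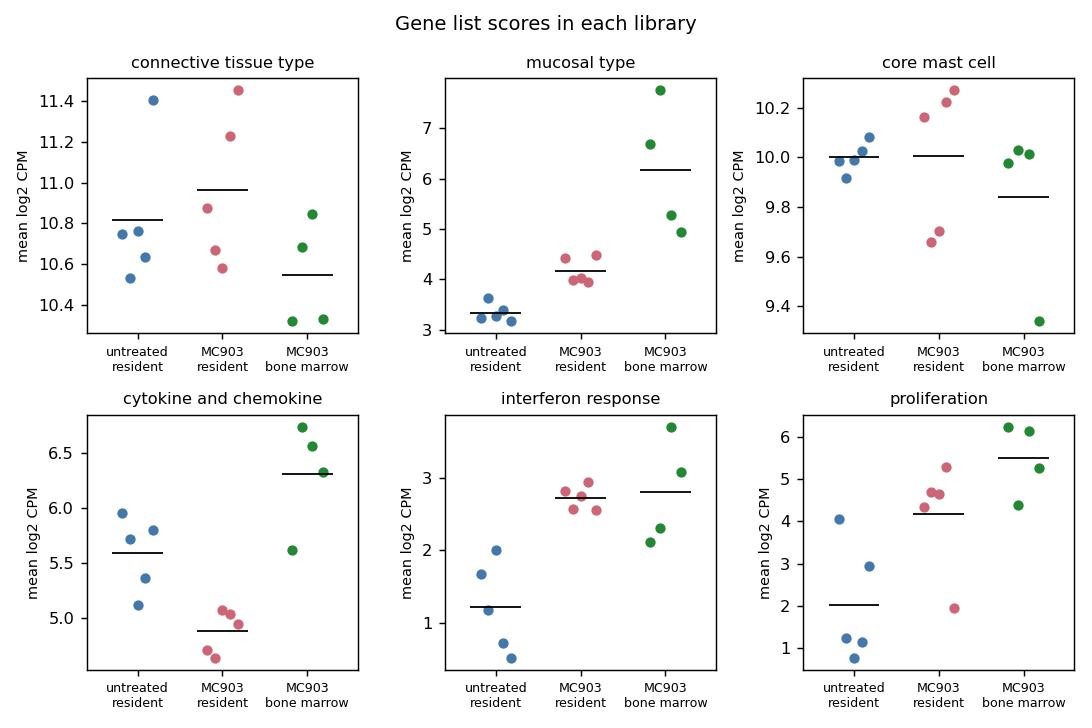
Mean log2 CPM of 6 gene lists in each library, by group; points are libraries, horizontal lines are group means (n = 5, 5 and 4), and each panel has its own vertical range, which does not start at 0. The mucosal type scores do not overlap between any of the 3 groups, and library 15 has the lowest core mast cell score, 9.34.

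The lists of other cells were examined for transcripts of cells sorted by mistake. Over the 18 tests of these 6 lists, differences ran from -1.87 to 1.44 and the lowest exact permutation p was 0.0397 (T cell list, first comparison, adjusted p = 0.185). These scores used only genes past the filter, which left 5 of 10 keratinocyte and 2 of 7 neutrophil genes. Bone marrow library 14 had the highest T cell score of the 14 libraries, 1.33 against 0.20 in library 8, the next highest. Bone marrow library 15 stood apart in macrophage genes. Library 15 had 4817 CPM of Lyz2, 2252 CPM of C1qb, 1749 CPM of C1qc and 1100 CPM of Csf1r, and the highest values of these genes in any of the other 13 libraries were 256, 7.65, 2.12 and 10.3 CPM. Of the 9 macrophage and dendritic cell genes, 7 were highest in library 15, as were 6 of the 7 MHC class II genes. None of the 10 keratinocyte, 7 fibroblast and 4 basophil genes was highest there, and 1 of 6 T cell and 2 of 7 neutrophil genes were.

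**Figure D4:**
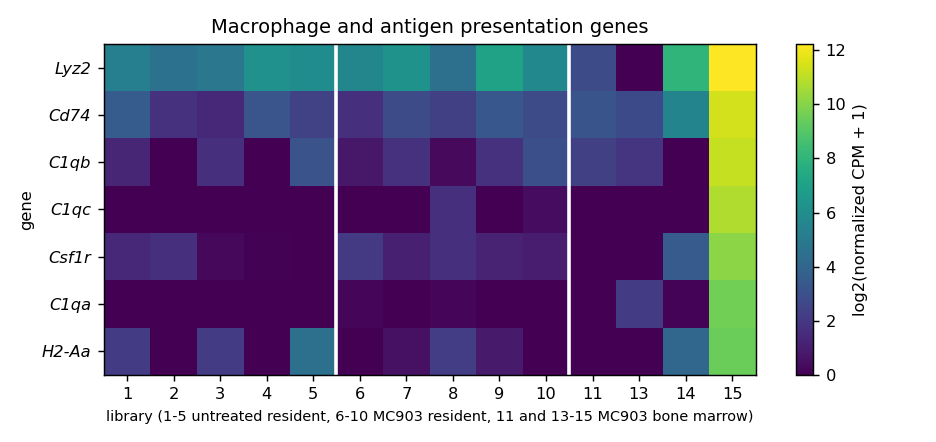
Normalized CPM of 7 macrophage and antigen presentation genes in each of the 14 libraries, as log2(CPM + 1) by colour, with white lines between groups. Library 15 is the highest library for each of the 7 genes, with 4817 CPM of Lyz2.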

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

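Across 159 sets of values (a gene, a list or a library property within a group), 29 had a library whose gap to the nearest of the others, as a share of the whole range, passed the 95% critical value. Chance alone passes about 1 in 20, or 8 of these sets, and sets from the same library are not independent. Library 15 had 9 of the 29, library 5 had 6 and library 10 had 4. The other 11 libraries together had 10. The tests of other skin cells and of receptor genes in library 15, and the test over all genes as read for libraries 10 and 15, were chosen only after the result was seen.

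Bone marrow library 15 was the highest of its group for Cd83 (512 CPM, others 18.6 to 28.9), Ccl9 (623 CPM, others 15.5 to 38.4) and Ccr1 (289 CPM, others 5.40 to 45.8), and the lowest for the core mast cell score (9.34, others 9.98 to 10.03). The same library held transcripts of the macrophage and dendritic cell list, with 4817 CPM of Lyz2. The other 13 libraries had medians of 52.7 CPM of Cd68 and 47.6 CPM of Lyz2, and for Lyz2 they ranged from 0 in library 13 to 256 CPM in library 14. Unspecific background as the source of the macrophage transcripts is argued against by the markers of other skin cells, since 1 of the 23 keratinocyte, fibroblast and T cell genes was highest in library 15, where chance gives 1.6, and none of them passed 6.57 CPM there. Macrophages, or their RNA, may be in library 15. Of 20 further macrophage genes chosen before their values were seen, 17 were highest in library 15, where chance gives 1.4, among them Ctss (1951 CPM) and Pf4 (928 CPM). Of the 20, the other libraries expressed 5 at a median of at least 10 CPM. The exceptions were Cx3cr1, Clec10a and Lilrb4a, of which Clec10a and Lilrb4a had medians of 2345 and 239 CPM in the other libraries. A mixed pool would also lower the share of mast cell transcripts. Over all genes with a mean of at least 10 CPM, library 15 was the outlying library for 44.3% of the 687 genes with one in its group, where an even spread gives 25%. Of the lists of other myeloid cells, 0 of 4 basophil genes and 2 of 7 neutrophil genes (Csf3r at 74.5 CPM and Mmp9 at 10.6 CPM) were highest in library 15, and S100a8, S100a9 and Retnlg had no counts there. The dendritic cell genes Flt3 (1.26 CPM) and Cd209a (0.253 CPM) were not highest there. Mast cells with macrophage transcripts of their own stay open, since no test separated them from a mixed pool.

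Library 15 was also the only bone marrow library with counts of Vdr (2.32 CPM), Cyp24a1 (0.404 CPM) and Lrrc66 (0.0505 CPM), and the highest for Bex4 (1.97 CPM, others at most 0.0835) and Grik2 (0.303 CPM, others at most 0.0425). These values are low. Olfactory and vomeronasal receptor genes, which served as a measure of unspecific reads, summed to 714.2 CPM in library 15 and at most 148.4 CPM in the other 3 bone marrow libraries (without the TMM factors). Unspecific reads are thus a candidate explanation. The macrophage RNA above may contribute as well, and neither of these excludes the other. No biological explanation was tested.

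Untreated resident library 5 was the lowest of its group for Kit (786 CPM, others 1715 to 2025) and for the immediate early score (8.997, others 9.30 to 9.37). It was the highest for Ms4a2 (2742 CPM, others 1657 to 1810), Cma1 (37448 CPM, others 21606 to 24856), Kcnn4 (2.94 CPM, others at most 0.189) and the connective tissue type score (11.4, others 10.5 to 10.8). Transcript length bias is argued against as the whole cause of the low Kit value, because the gap ratio was 0.736 after the length correction, above the critical value, compared with 0.75 before it. Kit in library 5 rose from 45.8% to 55.4% of the lowest of the others with that correction. GC content cannot be told apart from other causes. After the GC correction the gap ratio was 0.692, under the critical value, which is the outcome set beforehand for GC content as the cause. Yet Kit in library 5 went from 45.8% to 43.8% of the lowest of the others, so the deficit itself did not shrink. With both corrections the gap ratio was 0.631 and Kit in library 5 was at 54.3%. A deviation of the whole library is in line with the test over all genes. Among 8201 genes with a mean of at least 10 CPM, 757 had an outlying library in the untreated group, and library 5 was that library for 65.7% of them, where an even spread gives 20%. This tests the library as a whole and not its cause. Across 7863 genes, the trend of levels with gene length had a Spearman rho of -0.199 in library 5. In the other untreated libraries it was 0.221 to 0.280, of the opposite sign. What made library 5 differ was not settled: the cells, the pool size, the handling or the amplification may each have done so. Without library 5, 516 genes were called in MC903 resident against untreated resident cells in place of 473, with 403 in common.

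MC903 resident library 10 was the highest of its group for Mcpt2 (247 CPM, others 7.84 to 36.4), Amotl1 (49.95 CPM, others 18.006 to 25.6) and mitochondrial counts (3.96% of counts, Wilson 95% interval 3.95% to 3.96%, others 2.39% to 2.54%), and the lowest for the proliferation score (1.95, others 4.35 to 5.29). Its total of 25287381 counts was the highest of its group, so low depth is not behind these values. Whether bone marrow type mast cells were sorted into this pool cannot be told apart from other causes. Of the 652 genes that were called higher in bone marrow than in untreated resident cells with at least 20 CPM in bone marrow cells, 25.8% were highest in library 10 among the 5 MC903 resident libraries, against 20% for an even spread and 30.5% in library 9. Mcpt1 was within the range of its group. In the test over all genes, 525 genes had an outlying library in the MC903 resident group, and library 10 was that library for 38.5% of them, against 23.6% for library 9 and 20% for an even spread. A deviation of the whole library is thus a candidate explanation here too, on a smaller share than the 65.7% of library 5, and the test does not speak to its cause.

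The remaining flags were spread over other libraries, at most 2 in each. In untreated resident cells they were Rnase6 (2.43 CPM) and Plac8 (2.03 CPM) in library 1, Srxn1 (612 CPM, others 1145 to 1304) and Il4 (381 CPM, others 131 to 202) in library 2, Cd83 (1.35 CPM) in library 3, and Ccl9 (2.27 CPM) and Lrrc66 (40.8 CPM, others 15.9 to 22.1) in library 4. In MC903 resident cells they were Mcpt1 (0.808 CPM, others 1.61 to 1.89) in library 7 and Plac8 (1.74 CPM) in library 8. In bone marrow cells it was Il4 in library 11 (304 CPM, others 175 to 182). These 10 are close to the 8 that chance gives over all sets, and no explanation was tested for them.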

How the results depend on the processing

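The counts of called genes kept within 1.5 times the edgeR values with TMM under DESeq2 size factors (501, 409 and 1523 for the first, the second and the third comparison), the filter at a mean of 10 CPM (647, 563 and 1772), protein-coding genes only (529, 472 and 1490), the GC-bin offset (450, 408 and 1441), the length-bin offset (492, 408 and 1453) and TMM factors from genes with a mean of at least 10 CPM (517, 432 and 1572). The last 4 were chosen after seeing the data. With a minimum absolute log2 fold change of 1 the counts were 359, 383 and 1201. The DESeq2 Wald test called 1420, 2401 and 3058 genes and limma voomWithQualityWeights 1358, 2017 and 2194. The Wald calls included 465, 466 and 1419 of the edgeR calls, and the limma calls 457, 442 and 1347. Of the Wald calls 949, 505 and 1410 were higher, and of the limma calls 661, 672 and 1081. The cause of the larger counts was not tested. In the second comparison, 748 genes were called without the filter on low counts and 315 when only the groups compared were fitted. The latter fit called 664 genes in the first comparison and 1243 in the third. The cause was not tested.

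The share of higher calls depended on the scaling. In the first comparison it was 25.4% with TMM, 41.3% with DESeq2 size factors, 42.9% with the GC-bin offset, 40.2% with the length-bin offset, 47.4% with the filter at 10 CPM, 48.5% with TMM factors from genes past that mean and 27.6% without any filter. In the second it was 58.1%, 40.8%, 40.4%, 39.2%, 48.5%, 41.2% and 62.0% in the same order, and in the third it stayed between 49.8% and 54.5% under these settings. Log2 fold changes in the first comparison correlated across 7863 genes with GC content (Spearman rho 0.197) and with length (-0.159), and the offsets brought these to -0.0095 and -0.0033. In the second comparison the values were 0.136 and -0.174, brought to -0.0038 and 0.0176. They were larger in the third, at 0.243 and -0.245, brought to -0.0035 and 0.0062. After the GC-bin offset, 369, 352 and 1206 of the calls without it were among the calls, and after the length-bin offset 369, 338 and 1218.

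Leaving out each library in turn gave 320 to 592 genes in the first comparison, 298 to 704 in the second and 1122 to 1549 in the third. The second was lowest without MC903 resident library 6 (298) and library 7 (302) and highest without library 15 (704).

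With the median over genes, 8 list differences had the smallest exact permutation p and an adjusted p of 0.0417. They were the connective tissue type differences of the first (-0.77, reversed), the second (-1.34) and the third (-2.11) comparison, MHC class II in the second (3.06), mucosal type in the second (2.94) and the third (3.79), interferon response in the first (2.29) and cytokines and chemokines in the second (1.96). The last 4 already had the smallest p with the mean, where 6 tests had it, so their adjusted p fell from 0.0556 only because more tests reached that p, and this says nothing about those 4. Immediate early genes reversed in the second (-0.89) and the third (-0.99) comparison. Btg2, the only list member called higher there (log2 fold changes of 6.58 and 8.30), raises the mean more than the median. Whether it is the whole cause was not tested. The interferon response difference of the second comparison reversed with DESeq2 size factors (-0.054) and with a prior count of 0.5 (-0.19). Camera and fry gave the mucosal type differences of 1.99 and 2.83 adjusted p-values of 4.48e-07 and 8.12e-07, and 0.00189 and 0.00151. They put the other direction on the mean differences of core genes in the first comparison (0.0032), of immediate early genes in the second (0.23) and the third (0.074) and of cytokine and chemokine genes in the third (0.72). Beyond the pull of Btg2 on the immediate early mean, the cause was not tested.

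Where a single gene reversed, neither value passed the threshold. With limma voomWithQualityWeights, Kit reversed in the second comparison (0.065) and Vdr in the third (-3.34). With the GC-bin offset Mrgprb2 did in the third (0.026). With the length-bin offset Il4 did in the first (-0.14) and the third (-0.51), and Cma1 (-0.012) and Mrgprb2 (-0.083) in the second. In the fits that each left out 1 library, these ranges crossed 0: in the second comparison Kit (-0.31 to 0.056) and Mrgprb2 (-0.014 to 0.29), and in the third Il1rl1 (-0.071 to 0.23), Il4 (-0.20 to 0.40) and Vdr (-6.46 to 0.66, the lowest without library 15). The cause was not tested. Of list differences, core genes (-0.036 to 0.16), MHC class II genes (-0.56 to 0.18) and immediate early genes (-0.21 to 0.028) crossed 0 in the first comparison, core genes (-0.32 to 0.011) and interferon response genes (-0.22 to 0.30) in the second, and core genes (-0.23 to 0.0072) and immediate early genes (-0.036 to 0.12) in the third.

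Over the fits that left out 1 library, 756 values of single genes gave 672 of the same direction and side of the threshold, 64 weaker, 10 stronger and 10 reversed. In simulated counts with a log2 change of 1, the model called 0 of 141 changed genes in the first comparison and 0 of 155 in the third, although Tpsb2 was called in the real first comparison at 0.99. In such counts, where few genes were changed and the adjustment is stricter, genes with the usual spread between libraries can change by that much without a call. Genes with a small spread can be called. No paired analysis was possible because the library numbers run on across the groups and the labels name no animal, so whether any libraries are paired is unknown.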

Other observations

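The tests of depth, of normalization factors without low-count genes, of the share of genes with the same sign and of the Mcpt1 to Mcpt2 ratio were chosen only after the result was seen. The other tests were set out beforehand.

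For each comparison, 60 of the 126 splits of the libraries into groups of the same sizes were fitted, the real one included. In MC903 resident against untreated resident cells, 1 of 60 splits (the real one) gave as many genes as 473, and the others gave at most 3. In bone marrow against MC903 resident cells 1 of 60 gave as many as 477, and the others gave at most 9. In bone marrow against untreated resident cells 1 of 60 gave as many as 1443, and the others gave at most 132.

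The number of genes with a count ranged from 16025 in library 13 to 35246 in library 8. Sequencing depth is argued against, since libraries with more counts had fewer genes with a count (Pearson r = -0.824, permutation p = 0.00035, Spearman rho = -0.679, permutation p = 0.0092, adjusted p = 0.00056 and 0.0104 over 8 tests of 4 relations, n = 14). Without libraries 7 and 8 the Pearson r was -0.656. Reads from genomic DNA or other unspecific background are a candidate explanation. The summed CPM of 1738 olfactory and vomeronasal receptor genes rose with the number of genes (Pearson r = 0.882, permutation p = 2e-05, adjusted p = 0.00016, Spearman rho = 0.868, permutation p = 0.00017, adjusted p = 0.00036). Unlike the gene levels, this sum was taken relative to the library total without the TMM factors. It was 2109 CPM in library 7 and 60.7 CPM in library 13. Without libraries 7 and 8 the Pearson r was 0.865. With group means removed the relation had a Pearson r of 0.837 and a Spearman rho of 0.881 (permutation p = 0.00018 and 5e-05, adjusted p = 0.00036 and 0.0002). A fuller transcriptome in these pools stays open, as the counts cannot separate it from reads outside transcripts.

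The first comparison had fewer genes called higher than lower. Low-count background entering the normalization may contribute, because the share of higher calls was 48.5% when the TMM factors came from genes with a mean of at least 10 CPM and the genes tested stayed the same, compared with 25.4% with factors from all genes tested. With genes under that mean left out altogether the share was 47.4%. Without any filter on low counts it was 27.6%, so adding more low-count genes did not move it further down. Whether the low counts are background or expression is not separated by this test. Other scalings moved the share as well, and a true excess of lower genes stays open.

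Mcpt1 was high in 2 of the 4 bone marrow libraries (1272 and 1760 CPM in libraries 11 and 13, 1.06 and 6.57 CPM in libraries 14 and 15). Mcpt2 reads counted as Mcpt1 are argued against, as the ratio of Mcpt1 to Mcpt2 counts differed 167.8-fold between the 4 libraries, from 0.0071 to 1.19. Mcpt8, a gene of the basophil list, was at 976, 205, 83.2 and 46.5 CPM in libraries 11, 13, 14 and 15. Whether the pools differed in the maturity of their cells, in mice or in sorting was not tested, and no biological explanation was tested.

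MC903 resident and bone marrow cells may have shifted in part the same way from untreated cells, but the shared untreated libraries produce such a pattern by themselves. Whether they account for the correlation across genes cannot be told apart here, since the Pearson r of 0.385 was below the 0.448 to 0.482 of the simulations and so met neither outcome set beforehand. For the 473 genes with the smallest p-values in MC903 resident cells, the share with the same sign in bone marrow cells was 97.3%, above the 82.9% to 91.3% of the simulations. This argues against independent spread of single genes in the shared libraries as the whole source. The simulations drew each gene independently, so they held no deviation common to many genes of a library. Untreated libraries had such deviations, with length trends of -0.199 in library 5 and 0.221 to 0.280 in the others (Spearman rho). The shared libraries are therefore not excluded as the source. A shared response of both cell types to the treated skin is a hypothesis that stays open. Bone marrow cells of untreated mice were not analysed here, so treatment and cell type cannot be separated for them.

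Transcripts of Xist ranged from 127 to 266 CPM in untreated resident and from 131.6 to 209.005 CPM in MC903 resident libraries. In bone marrow cells Xist was at 164 CPM in library 14 and at 44.1 to 60.5 CPM in the other 3. Of the Y-linked genes, Ddx3y and Eif2s3y had no count in any of the 14 libraries. Kdm5d had 2 counts in library 6, and Uty had 1 count in library 6 and 3 in library 15.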
